A study of Mus musculus with 1009 samples. Its data were reported in "A spatio-temporal brain miRNA expression atlas identifies sex-independent age-related microglial driven miR-155-5p increase" (2025).

How the data were processed

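Small RNA libraries from mouse brain tissue were analysed from count tables that the authors deposited. The aging cohort held 828 libraries of 59 C57BL/6JN mice, dissected into 15 regions at 7 ages from 3 to 28 months. The acute dietary restriction (aDR) cohort held 113 libraries of 9 female mice in 14 regions, and the young mouse plasma (YMP) cohort held 68 libraries of 7 male mice in 11 regions. Age, sex, region, treatment and mouse number were taken from the labels. The labels give an age of 19 months for both intervention cohorts, whereas the study gives 18 months for the males injected with plasma.

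Per the study's methods, the authors sequenced single-end reads on a BGISEQ instrument, ran miRMaster with standard settings, aligned reads with Bowtie against GRCm38 and counted them on miRBase mature miRNAs, and removed libraries with no more than 2 mega-reads aligned. The miRNA tables deposited by the authors hold expected counts, not all of them whole: 0.830% of the aging values, 0.837% of the aDR values and 0.816% of the YMP values were not whole. These expected counts were rounded to whole numbers before any count model was fitted. The deposited tables of tRNA, rRNA, snRNA, snoRNA and lncRNA fragments in the aging cohort hold whole read counts, made by the authors with the same software. Each of these tables also has 16 columns that match no labelled sample, which were not used. No miRNA library repeated the values of another. Tables of piRNAs and scaRNAs were not used here. A test of miR-155-5p isomiRs against age was planned but not run, because the isomiR table of the aging cohort was too large to be checked column by column, and isomiRs were not analysed here.

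The number of miRNA reads per library ranged from 1.41 to 130 mega-reads (1000000 reads each) in the aging cohort (median 10.3), from 0.0336 to 27.4 in the aDR cohort (median 10.1) and from 0.503 to 31.5 in the YMP cohort (median 13.3). Fewer than 2 mega-reads of miRNA were present in 6 aging, 3 aDR and 2 YMP libraries. Libraries without molecular identifiers give reads that are not independent molecules, so read depth bounds only the counting error.

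Of 1966 miRNAs in each table, those with at least 5 reads in at least 10% of the libraries of any 1 region were kept, which left 1174 in the aging cohort, 1334 in the aDR cohort and 1344 in the YMP cohort. The same filter kept 404 of 408 tRNA, 194 of 356 rRNA, 705 of 1390 snRNA, 672 of 1542 snoRNA and 3424 of 9139 lncRNA features. The same list entered every fit of a cohort, less miRNAs without a read in the libraries of that fit. Counts were scaled with trimmed means of M values (TMM), and levels are given as TMM-scaled counts-per-million (CPM), as mean ± SD over libraries. A scaling by the total miRNA count alone corresponds to the reads-per-million of mapped miRNA reads (rpmm) of the study.

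Differences were tested with edgeR 4.0.16 (quasi-likelihood F tests, two-sided) in R 4.3.3, and p-values were adjusted by the Benjamini-Hochberg procedure within each region and comparison. A miRNA was called when its adjusted p was below 0.05 and, for comparisons of groups, its fold change was at least 1.5 in either direction. Slopes with age and interactions were called on the adjusted p alone. Each region was compared with the mean of the other regions in the 3-, 12- and 15-month mice. Males were compared with females from 3 to 21 months in 14 regions, with pons left out as in the study. Slopes per month of age were fitted with sex as a term over all ages and for each sex alone, and every older age was also compared with 3 months. The interventions were tested within each region, and over all regions with limma 3.58.1 (voom, with the mouse as a random block and region as a term). The age slopes of the other RNA classes used the total miRNA count as library size. In the 3-, 12- and 15-month mice, 50 miRNAs with the highest coefficient of variation over region medians of rpmm were called distinct in a region at an absolute z-score of at least 0.5, and specific when distinct in exactly 1 region. Shares of variance are sequential sums of squares of log2 CPM with a prior count of 2, taken by region, then age, then sex, then mouse.

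Libraries of a mouse are not independent, so miR-155-5p, miR-146a-5p, miR-5100 and miR-451a were also averaged per mouse, as log2 CPM minus the mean of the region. These mouse means were tested with 100000 permutations of age, or with exact permutation tests of treatment, all two-sided. The mouse number is shared by libraries of the same animal and therefore pairs them. The mean correlation of deviations from group means was 0.0164 between regions of the same mouse and −0.00227 between regions of different mice of the same age and sex, and it exceeded 0.1 in 1 of 59 mice.

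The samples, tests and thresholds of each comparison, the marker lists and a first set of alternatives were fixed before the data were examined. These alternatives were size factors by relative log expression (RLE), scaling by the total miRNA count, no filter, a filter at a mean of 10 CPM, DESeq2 1.42.0, the study's own rules (Welch's test on rpmm with fold changes of geometric medians, and Spearman's rho of at least 0.5 in absolute value with an adjusted p below 0.05), other covariates, and leaving out each age, sex or mouse in turn (mice in the interventions, and those of 26 and 28 months in the comparison with 3 months). Alternatives added later were a term for library complexity, the ages other than 12 months one by one for sex, the omission of libraries below 2 mega-reads, fits of mice 16 to 56 alone, the Spearman rule on TMM-scaled values in pons, and sets of 4 consecutive mouse numbers as a term or block. Library complexity is the number of miRNAs expected in a mega-read of a library. The p-values of the Spearman rule came from the t approximation in libraries of the whole region, whereas the study's methods name an exact permutation test. For each family of tests, labels were also redrawn over mice and the calls counted, with 100 assignments that include the real one (40 for regions, redrawn within mice, and all 35 for YMP).

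The miRNAs named in the text follow a rule set at the same time: a fixed list (the miRNAs the study singles out, the miR-200 and miR-10 families, tRNA-Glu-TTC-1-1 and marker lists of erythrocytes, choroid plexus epithelium, myeloid cells, neurons, oligodendrocytes, vascular cells and lymphocytes), the 3 called miRNAs of each direction with the largest change among those with a mean of at least 10 CPM in a detailed comparison, and the 5 miRNAs called in the same direction in the most regions for age and for sex. The marker lists were written from general knowledge, and tissue other than the named cell type expresses many of their members. Names outside the rule are marked as chosen after their values were seen. Genomic positions are those of the GENCODE annotation of GRCm38, the build the authors aligned to. miRNAs with near-identical sequences, such as the miR-466, miR-467 and miR-669 families, share reads, and their values are uncertain in that respect.

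The fits were tested on simulated counts drawn from the means and library sizes of the real libraries, with 200 miRNAs of at least 1 rpmm changed by a known amount. Simulated libraries were drawn independently, without a mouse effect. At a log2 change of 1, the tests recovered 87.5% of the changed miRNAs for sex in caudate putamen, 84.5% for region in olfactory bulb and 83.0% for 21 against 3 months in mot. cortex, and an age slope adding up to the same change was recovered for 85.0% in mot. cortex. The Welch rule recovered 64.0% in the simulation of sex in caudate putamen, and the Spearman rule 31.0% in that of the age slope in mot. cortex. For the interventions, 55.0% were recovered for aDR in olfactory bulb, 0 of 200 for aDR in hypothalamus, 69.5% for aDR over all regions, 0 of 200 for YMP in olfactory bulb and in corpus callosum, and 33.5% for YMP over all regions. At a log2 change of 2, the recovered share was 99.0% for aDR in olfactory bulb, 74.0% for YMP in olfactory bulb, 0.5% for YMP in corpus callosum and 0 of 200 for aDR in hypothalamus. The sex by age interaction at a log2 change of 2 was recovered for 31.5%. The olfactory bulb simulations of the interventions were added after the first ones had been seen. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.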

Results

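Small RNA was sequenced from dissected brain tissue of mice of both sexes across adult life, with the aim of following miRNAs by region, sex and age. The aging cohort comprised 828 libraries from 59 mice in 15 regions: olfactory bulb, motor (mot.), visual (vis.) and entorhinal (ent.) cortex, caudate putamen, the subventricular zone (SVZ), corpus callosum, choroid plexus, both ends of the hippocampus (anterior and posterior), thalamus, hypothalamus, cerebellum, pons and medulla. Each sex was represented by 5 mice at 3, 12, 15, 18 and 21 months, except for 6 males at 21 months. The oldest groups held males only, with 5 mice at 26 months and 3 mice at 28 months. Pons had the fewest libraries, with 37, followed by cerebellum with 47 and ent. cortex with 53. A library of the aging cohort held a median of 10.3 mega-reads of miRNA (range 1.41 to 130) and a median of 1064 detected miRNAs. The most abundant miRNA took a median of 16.3% of the miRNA reads.

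A first question was how far regions differ in young adults, at 3, 12 and 15 months. Region accounted for 42.9% of the sum of squares of log2 CPM over all ages, age for 0.971%, sex for 0.182% and the mouse for 3.25%, with 52.7% left over. The share of region ranged from 29.8% with every miRNA scaled to unit variance to 58.3% among miRNAs with a mean of at least 10 CPM. Comparing each region with the mean of the others gave 6122 calls out of 17610 tests, 3168 higher and 2954 lower. The alternative that moved this count most was the filter at a mean of 10 CPM, with 2330 calls. Scaling by the total miRNA count shifted the median log2 difference of a region by −0.92 to 0.82 and gave 6882 calls. Olfactory bulb had 318 higher and 358 lower miRNAs, and cerebellum had 336 higher and 324 lower.

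In olfactory bulb, miR-182-5p (log2 difference 12.17, SE 0.184, adjusted p 4.51e-221) reached 17958 ± 4342 CPM (SD, n = 29 libraries), compared with 11.2 ± 24.3 CPM elsewhere (n = 392). miR-200c-3p reached 26776 ± 5526 CPM there and 16.7 ± 39.0 CPM elsewhere, a log2 difference of 12.08. The third of the largest increases was miR-141-5p, with 456 ± 143 CPM against 0.401 ± 1.15 CPM. On GRCm38 the miR-200c precursor gene lies on chromosome 6, positions 124718322 to 124718390. In cerebellum, miR-206-3p was higher by 7.69 on the log2 scale (14821 ± 23674 CPM, n = 23, against 157 ± 616 CPM, n = 398), and miR-195a-5p by 5.26 (2742 ± 1543 against 101 ± 120 CPM). Its largest decreases were miR-7080-3p (−5.77), miR-375-3p (−5.67) and miR-429-3p (−5.62). In hypothalamus, miR-3547-3p was higher by 5.13 (474 ± 189 CPM, n = 28, against 26.3 ± 33.2 CPM), and in choroid plexus miR-1298-5p was higher by 4.88 (744 ± 408 CPM, n = 30, against 89.6 ± 276 CPM). Mot. cortex was higher in miR-96-5p (4.33), miR-141-5p (4.18) and miR-141-3p (3.64), of which miR-141-5p is also among the largest increases of olfactory bulb.

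By the z-score rule of the study, 44 of the 50 most variable miRNAs were specific to 1 region when the sexes were pooled: 20 in olfactory bulb, 7 in cerebellum, 6 in hypothalamus, 4 in medulla, 2 each in pons, choroid plexus and thalamus, and 1 in corpus callosum. With region means in place of medians the number was 27, and among miRNAs with a mean of at least 10 CPM it was 16. Selection by the coefficient of variation favours miRNAs with a median above 0 in 1 region only, which are specific by construction. In each sex alone, 50 of 50 were specific. The counts are therefore no test of specificity. The olfactory bulb list held forms of miR-200a, miR-200b, miR-200c and miR-429, the cerebellum list miR-195b, the hypothalamus list miR-653-5p and the medulla list both arms of miR-10b. Their levels differ widely. miR-200c-3p had a median of 16061 rpmm in olfactory bulb and at most 65.9 rpmm in another region. By contrast, miR-653-5p lay near the floor, at 0.134 rpmm in hypothalamus and 0 in every other region. Across males and females analysed apart, 30 miRNAs were specific to the same region in both, 19 of them in olfactory bulb. Whether regional levels depend on sex was tested with an interaction term over 14 regions, which called 86 of 1174 miRNAs (255 at an unadjusted p below 0.05), led by miR-125b-5p (F 10.9, adjusted p 9.88e-17), a name chosen after its value was seen. This count moved from 53 among miRNAs with a mean of at least 10 CPM to 193 without a filter, and fell to 54 with the mouse as a replicate block.

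The next comparison set males against females within regions, from 3 to 21 months. It gave 476 calls out of 16360 tests, 207 higher and 269 lower in males, with 2609 tests at an unadjusted p below 0.05. The alternative that moved it most, apart from fits of a single age, was the rule of the study on rpmm, with 185 calls. Caudate putamen had 95 higher and 158 lower miRNAs, mot. cortex 35 and 15, cerebellum 13 and 20, and corpus callosum 1 and 26. Sex accounted for 11.9% of the variance in caudate putamen and 10.6% in mot. cortex, where chance gives 2.08% and 2.00%. Scaling by the total miRNA count shifted the median log2 difference by −0.27 to 0.42 in a region and gave 448 calls.

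In caudate putamen, the largest increases in males were miR-128-1-5p (log2 difference 2.53, SE 0.473, adjusted p 0.000107), with 58.4 ± 60.3 CPM in males (n = 24) and 9.90 ± 14.8 CPM in females (n = 25), miR-132-3p (1.90, adjusted p 0.0238) and miR-668-3p (1.44, adjusted p 0.000730). The largest decreases were miR-296-5p (−1.98), miR-370-3p (−1.80) and miR-184-3p (−1.59). In mot. cortex, miR-128-1-5p (2.69, adjusted p 0.000157) and miR-132-3p (2.17, adjusted p 0.0302) were again higher in males, as was miR-429-3p (1.56, adjusted p 0.0240), whose log2 difference was −0.73 in the 12-month mice alone. In corpus callosum and vis. cortex the same miRNAs were lower in males, with log2 differences of −2.37 and −2.46 for miR-128-1-5p and of −2.61 and −2.98 for miR-132-3p. In thalamus miR-128-1-5p was higher in males by 3.37 (adjusted p 3.76e-09), at 37.0 ± 35.5 CPM (n = 26) against 3.57 ± 1.14 CPM (n = 25). Of 353 miRNAs called for sex in any region, 282 were called in exactly 1. miR-374b-5p was lower in 5 regions, while miR-7075-3p was higher in 5 and lower in 2.

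The ages contributed unequally to the sex difference. Tested one age at a time, in fits of fewer libraries, the number of calls was 9 at 3 months, 1 at 12 months, 55 at 15 months, 137 at 18 months and 50 at 21 months, and without the 12-month mice it was 655. Among 417 calls made in caudate putamen and mot. cortex without the 12-month mice, 43.4% had the same sign at 12 months. The mouse numbers of the labels run in blocks. At 12 months the numbers of females (1 to 13) and males (3 to 15) interleave, whereas at 3, 15, 18 and 21 months males carry numbers 16 to 36 and females 37 to 56. At these ages sex and mouse number cannot be told apart.

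**Figure D1:**
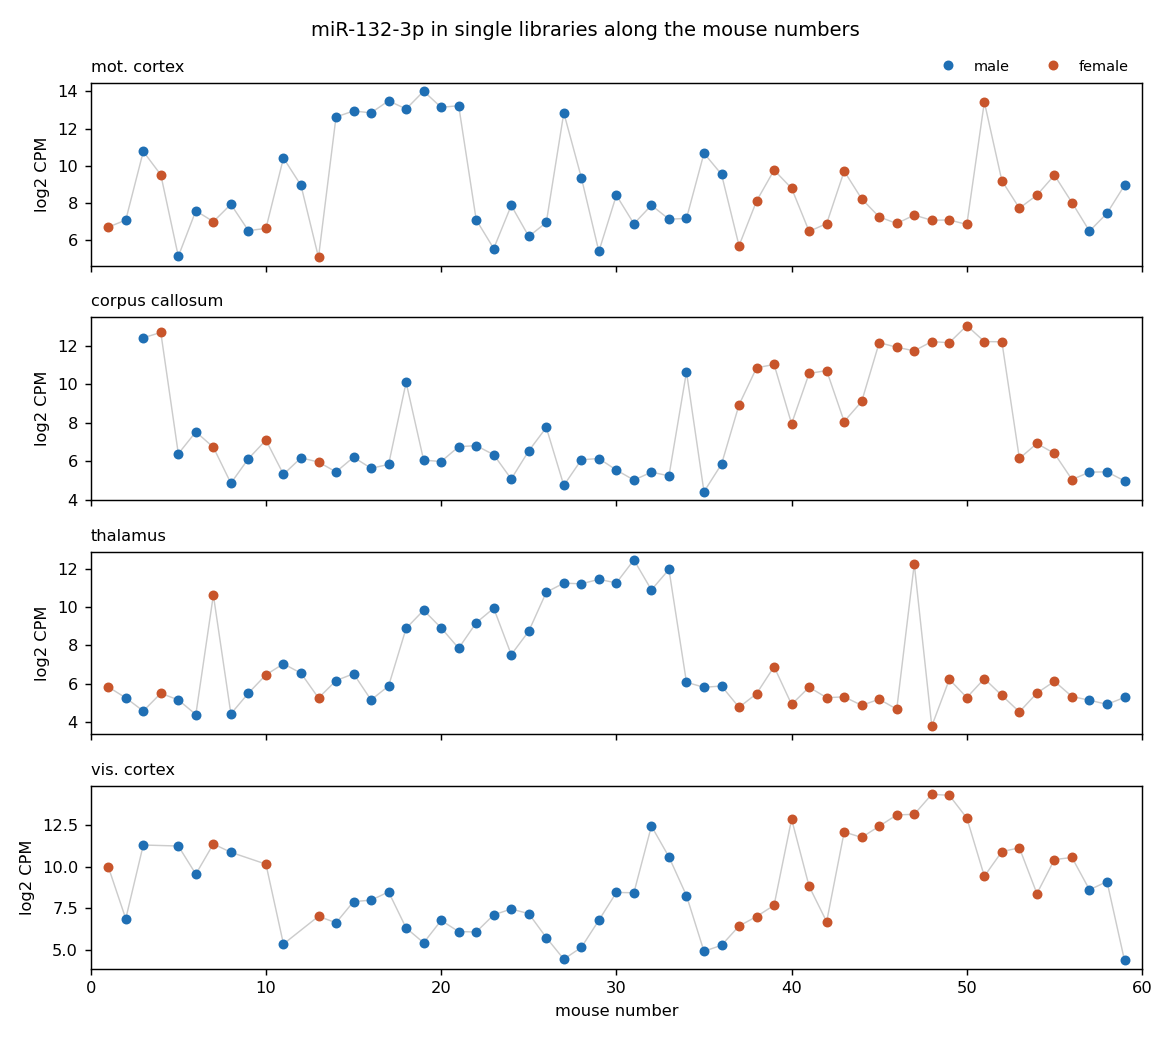
miR-132-3p level (log2 CPM) in single libraries against mouse number, in mot. cortex, corpus callosum, thalamus and vis. cortex, with points coloured by sex. High and low libraries form runs along the numbers, and the correlation between neighbours in number, averaged over the 15 regions, is 0.4996.

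Levels of some miRNAs ran in series along the mouse numbers. After removal of the mean of each age and sex within a region, the correlation between neighbouring numbers averaged 0.4996 for miR-132-3p and 0.527 for miR-128-1-5p, against 0.155 for miR-155-5p, 0.112 for miR-146a-5p and −0.0547 for miR-5100. When the sex labels of mice 16 to 56 were shifted around the order of numbers, 3 of the 41 positions, the real one included, gave at least the 655 calls of the real one (median of the other positions 381.5, highest 683). Among the 16 positions at which between 30% and 70% of the mice kept their own sex, the median was 268.5 and the highest 683.

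Changes with age were first sought as a slope per month in each region, with sex as a term. This gave 837 calls out of 17541 tests, 360 rising and 477 falling, with 2808 tests at an unadjusted p below 0.05. Rising miRNAs made up 43.0% of the calls with TMM and 75.1% with the total miRNA count, which gave 1024 calls. The alternative that moved the count most was the omission of the 3-month mice, with 292 calls, 143 of them shared. Choroid plexus had 139 rising and 132 falling miRNAs, vis. cortex 94 and 111, SVZ 28 and 59, corpus callosum 22 and 49, olfactory bulb 20 and 34, and thalamus 10 and 41. Ent. cortex had none by edgeR (58 at an unadjusted p below 0.05). With library complexity as a term, choroid plexus had 9 calls, of which 5 were among the 271.

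**Figure D2:**
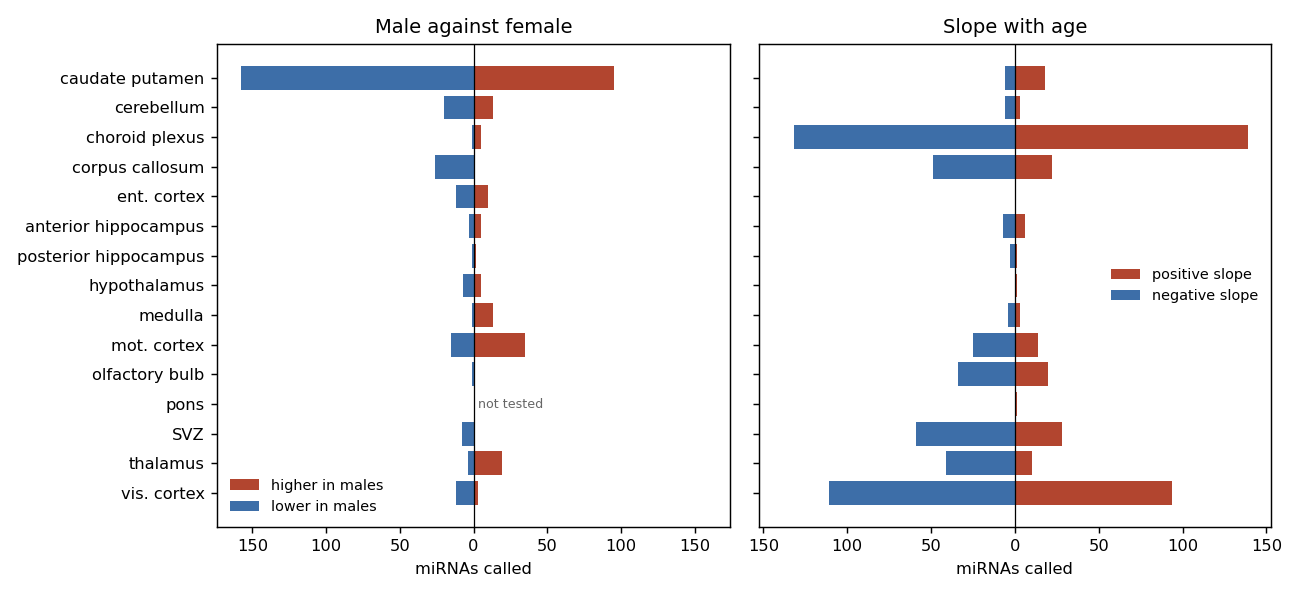
Number of miRNAs called higher or lower in each region, as bars, for the slope with age and for males against females. Choroid plexus leads for age with 271 calls, and caudate putamen for sex with 253.

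Males from 3 to 28 months gave 281 calls out of 16310 tests (91 rising, 190 falling), and females from 3 to 21 months gave 98 out of 16295 (45 rising, 53 falling). Without the 3-month mice the male count was 29, and the female count 266 with 10 shared calls. Of the male calls, 259 had the same sign in females, and 86 of the female calls had the same sign in males, and 35 calls (a miRNA in a region) were made in both, in the same direction. The difference between the sexes in slope, tested over 3 to 21 months, was called for 2 miRNAs (685 at an unadjusted p below 0.05), both in cerebellum and both with a lower slope in males: miR-144-3p (−0.63 per month, SE 0.128, adjusted p 0.0136) and miR-223-5p (−0.52, SE 0.115, adjusted p 0.0260). Both average below 1 CPM, at 0.266 and 0.455 CPM, and neither was tested under the filter at 10 CPM, which gave 0 calls by edgeR (137 at an unadjusted p below 0.05).

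Compared with 3 months, the older ages gave 2211 calls out of 105246 tests, 1117 higher and 1094 lower. There were 259 at 12 months, 297 at 15, 588 at 18, 546 at 21, 317 at 26 and 204 at 28 months. The 3-month mice carry numbers 17 to 53, among which those of 15, 18 and 21 months interleave, whereas the 12- and 26-month mice carry numbers 1 to 15 and the 28-month mice 57 to 59. At 12, 26 and 28 months, age and the block of mouse numbers cannot be told apart. DESeq2 gave the count that differed most, 3824. The share of higher miRNAs was 50.5% with TMM and 74.7% with the total miRNA count, which shifted the median log2 difference of a region by −0.92 to 1.12. The rule of the study on rpmm went the other way, with 621 higher and 1426 lower calls (30.3% higher), from 14 higher and 383 lower at 26 months to 425 higher and 330 lower at 21 months, the only age with more higher than lower calls.

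The study singles out miR-5100, miR-146a-5p and miR-155-5p as rising across the brain. The slope was positive in 15 of 15 regions for each of the miRNAs. It was called in 9 regions for miR-155-5p, 10 for miR-146a-5p and 9 for miR-5100. Adjusted over the list alone it was called in 15, 15 and 13 regions, which is not independent evidence, as the list was chosen on these samples. The number of regions for miR-155-5p ranged from 5 in females alone to 12 with DESeq2. In corpus callosum, miR-155-5p rose by 0.0827 log2 per month (SE 0.00819, adjusted p 7.17e-12), from 16.7 ± 5.74 CPM at 3 months (n = 10) to 58.1 ± 11.9 CPM at 26 months (n = 4). miR-146a-5p rose there by 0.0547 per month, from 208 ± 34.6 to 446 ± 47.9 CPM, and miR-5100 by 0.182 per month, from 0.106 ± 0.101 to 2.38 ± 0.404 CPM. The slope of miR-155-5p was not called in ent. cortex (adjusted p 0.965), hypothalamus, both parts of the hippocampus, olfactory bulb (adjusted p 0.108) and pons (adjusted p 0.0870). The difference in slope between these regions and the others was not tested. miR-5100 is rare, with a median of 4 reads per library and no read in 133 libraries. The precursor genes lie on GRCm38 at 84714140 to 84714204 of chromosome 16 (miR-155, in an exon of Mir155hg), 43374397 to 43374461 of chromosome 11 (miR-146a, intergenic) and 60728663 to 60728726 of chromosome 11 (miR-5100, in an intron of Mief2).

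Averaged over regions, 1 value per mouse, all of these miRNAs rose with age. Over the 59 mice Spearman's rho was 0.872 for miR-155-5p, 0.865 for miR-146a-5p and 0.941 for miR-5100, and Pearson's r was 0.838, 0.869 and 0.935. Without the 2 mice farthest in age, r was 0.819, 0.860 and 0.932. Every permutation p was 1e-05, the smallest that 100000 two-sided permutations can give, and 1e-05 after adjustment over the 3 relations. Within the blocks of mouse numbers 16 to 36 and 37 to 56, rho was 0.775 and 0.915 for miR-155-5p, 0.735 and 0.892 for miR-146a-5p, and 0.906 and 0.907 for miR-5100. Numbers 1 to 15 hold 2 ages only, and for each of these miRNAs all 26-month mice lay above all 12-month mice, where rho takes its highest possible value of 0.818. In females the mean of miR-155-5p was −0.66 ± 0.30 at 3 months and 0.53 ± 0.16 at 21 months (log2 relative to the region mean, SD, n = 5 mice each). In males it was −0.46 ± 0.31 at 3 months (n = 5), 0.20 ± 0.13 at 21 months (n = 6) and 0.73 ± 0.09 at 28 months (n = 3).

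**Figure D3:**
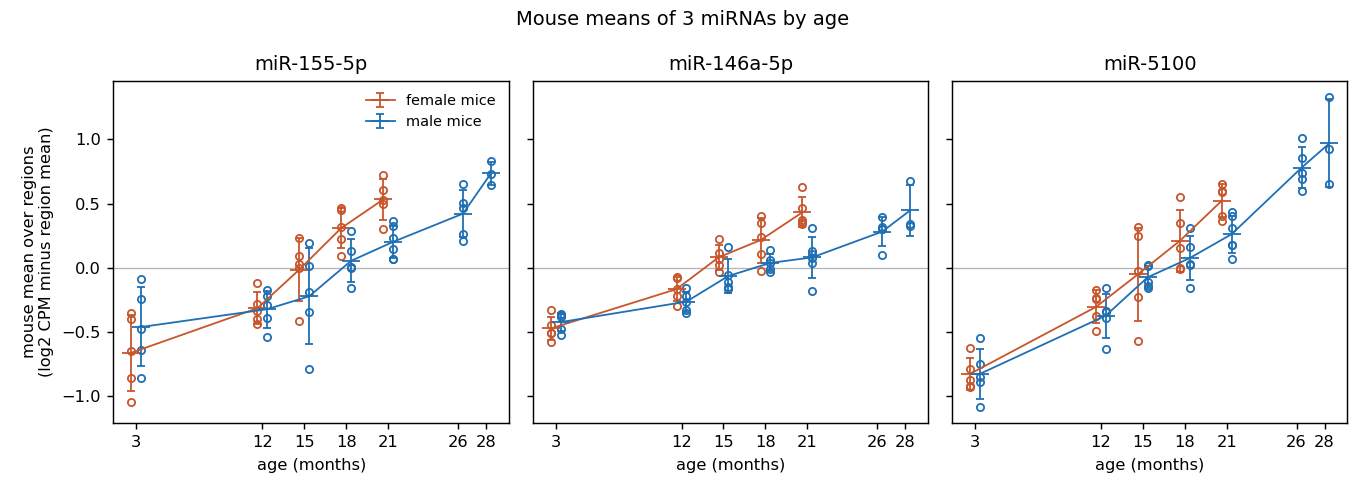
Mean over regions of log2 CPM minus the region mean, for each mouse, against age in months, for miR-155-5p (left), miR-146a-5p and miR-5100, with females and males apart and mean ± SD per group. Spearman's rho over the 59 mice is 0.872, 0.865 and 0.941.

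Other miRNAs were called in several regions. miR-467c-5p fell in 8 regions, and miR-669c-5p, miR-467d-5p and miR-351-5p in 6 each. miR-142a-3p rose in 5 regions. In choroid plexus the largest rises were miR-219a-5p (0.0931 per month, adjusted p 0.000412), miR-223-3p (0.0834) and miR-299a-5p (0.0784), and the largest falls were miR-132-3p (−0.148, adjusted p 0.00744), miR-128-1-5p (−0.114) and miR-3102-3p.2-3p (−0.0979). In vis. cortex miR-2137 (0.0835) rose and miR-669c-5p (−0.0896, adjusted p 3.77e-10) fell most. In corpus callosum miR-1895 rose by 0.0730 (adjusted p 0.00397), and its slope without the 3-month mice was −0.0140. Of 497 miRNAs called for age in any region, 302 were called in exactly 1.

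The study also ranks age-correlated miRNAs by Spearman's rho. By that rule, but with p-values from the t approximation in place of an exact test, 312 calls were made over the regions, 117 rising and 195 falling, 149 of them shared with the slope calls. Pons contributed 131 of these from 37 libraries, 130 falling and 1 rising, where the slope test called 1 (227 at an unadjusted p below 0.05). This split depended on the scaling to rpmm, as the same rule on TMM-scaled values gave 39 falling and 10 rising miRNAs in pons. Library complexity fell with age in pons (rho −0.566, adjusted p 0.00225 over 15 regions), from a mean of 827 expected miRNAs per mega-read at 3 months to 647 at 26 months. It rose in vis. cortex (rho 0.468, adjusted p 0.00225) and choroid plexus (rho 0.365, adjusted p 0.0255), in choroid plexus from 636 to 723.

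**Figure D4:**
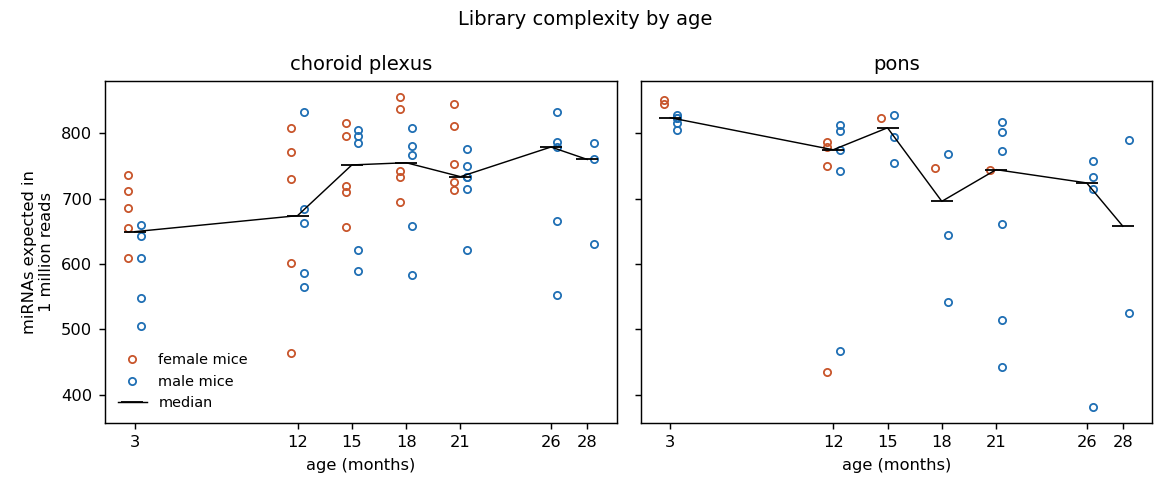
Number of miRNAs expected in a mega-read of each library against age in months, in choroid plexus and pons, by sex, with medians. Spearman's rho is 0.365 and −0.566.

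Fragments of other RNA classes were related to age per miRNA read. tRNA fragments gave 1677 calls out of 6060 tests, 1660 rising and 17 falling. Relative to the total of all classes, 1525 rose and 25 fell. With TMM within the class, which centres the class, 469 rose and 467 fell. The Spearman rule gave 781 rising and 7 falling. Vis. cortex had 308 tRNA calls, choroid plexus 295, caudate putamen 287 and corpus callosum 194, while cerebellum (44 at an unadjusted p below 0.05), ent. cortex (12) and posterior hippocampus (27) had none by edgeR. tRNA-Glu-TTC-1-1 was called in 9 regions, with a slope of 0.115 log2 per month in choroid plexus (SE 0.0186, adjusted p 8.16e-07). Per miRNA read, rRNA fragments gave 476 rising and 4 falling calls, snoRNA 542 and 29, snRNA 88 and 1, and lncRNA 1808 and 47. Relative to the total of all classes the numbers were 365 and 6 for rRNA, 409 and 157 for snoRNA, 89 and 59 for snRNA, and 773 and 77 for lncRNA. The direction of snRNA fragments was not stable, with 85 rising and 66 falling without a sex term and 17 and 24 by the Spearman rule.

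Acute dietary restriction was compared with ad libitum feeding (AL) in 9 female mice, 5 aDR and 4 AL, with a median of 10.1 mega-reads of miRNA per library. Within regions it gave 132 calls out of 17715 tests, 82 higher and 50 lower, with 1491 tests at an unadjusted p below 0.05. DESeq2 gave 158 calls, 73 of them shared, the rule of the study gave 0 (614 at an unadjusted p below 0.05), and scaling by the total miRNA count gave 49. Higher miRNAs made up 62.1% of the calls with TMM and 91.8% with the total count, which shifted the median log2 difference by −0.46 to 1.39 in a region. Leaving out single mice moved the count from 77, without aDR mouse 61 or AL mouse 69, to 257, without aDR mouse 65. Hypothalamus had 18 higher and 43 lower miRNAs, mot. cortex 24 and 4, pons 17 and 0, ent. cortex 9 and 1, and anterior hippocampus 8 and 0. Caudate putamen (149 at an unadjusted p below 0.05), posterior hippocampus (46), medulla (92), choroid plexus (30) and vis. cortex (65) had no call by edgeR.

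In mot. cortex, with 2 aDR and 4 AL libraries, miR-132-3p was higher with aDR by 5.30 on the log2 scale (adjusted p 1.39e-28), at 4881 ± 243 against 124 ± 78.4 CPM, followed by miR-128-1-5p (3.67) and miR-668-3p (1.65). In hypothalamus, by contrast, miR-132-3p lay between 5.66 and 1511 CPM with aDR and between 102 and 4472 CPM with AL. Its levels ran along the mouse numbers in the aging cohort, and such runs were not tested for aDR. In pons, with 4 libraries per group, miR-375-3p was higher by 8.25 (adjusted p 2.53e-08), at 58579 ± 115112 against 193 ± 199 CPM. This mean rests on mouse 67 at 231243 CPM, while the other aDR libraries lay between 63.2 and 1961 CPM. miR-200c-3p (7.92) and miR-200b-3p (6.83) followed. Leaving out single mice gave between 2.37 and 9.22 for miR-375-3p, between 1.15 and 10.42 for miR-200c-3p and between 1.67 and 8.17 for miR-200b-3p. In hypothalamus the largest increase was miR-3077-3p (10.04, adjusted p 0.00790), which ranged from 2.54 to 14.15 when single mice were left out. Its aDR mouse 65 had 1023 CPM in a library of 33589 miRNA reads.

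Over all regions, with the mouse as a random block, 5 of 1334 miRNAs were called for aDR (225 at an unadjusted p below 0.05). miR-451a was higher (log2 difference 1.43, SE 0.362, adjusted p 0.0335), and the lower ones were miR-503-5p (−0.60), miR-3086-5p (−0.78), miR-1195 (−0.87) and miR-1895 (−1.21), of which all but miR-451a and miR-1895 were named after their values were seen. None was called without mouse 61, 62, 68 or 69, and 83 were called without mouse 66. With libraries taken as independent, edgeR called 73. With the total miRNA count none was called by limma (229 at an unadjusted p below 0.05). On mouse means, the difference in miR-451a was 1.16 (0.57 ± 0.86, n = 5, against −0.59 ± 0.60, n = 4; two-sided exact permutation p 0.0635, smallest possible 0.00794). Its precursor gene lies on chromosome 11, positions 78073170 to 78073241, outside genes other than those of miRNAs and beside the precursor gene of miR-144. miR-155-5p differed by 0.13 (0.05 ± 0.48, n = 5, against −0.08 ± 0.49, n = 4; two-sided exact permutation p 0.683). miR-146a-5p differed by −0.06 (exact p 0.810) and miR-5100 by −0.30 (exact p 0.0635). Single mice decided the side of 0.05 for 2 of these: without mouse 65 miR-451a differed by 1.52, and without mouse 64 miR-5100 differed by −0.36, each with an exact permutation p of 0.0286, the smallest that 4 against 4 mice can give.

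Plasma of young mice was compared with saline (PBS) in 7 male mice, 3 YMP and 4 PBS, with a median of 13.3 mega-reads of miRNA per library. Within regions it gave 30 calls out of 13850 tests, 23 higher and 7 lower, with 666 tests at an unadjusted p below 0.05. DESeq2 gave 25 calls, 6 of them shared, the rule of the study 0 (223 at an unadjusted p below 0.05), and the total miRNA count 3. Higher miRNAs made up 76.7% of the calls with TMM and 33.3% with the total count, which shifted the median log2 difference of a region by −0.45 to 0.36. Leaving out single mice gave between 9 calls, without PBS mouse 80, and 95, without YMP mouse 81. In vis. cortex, with 3 libraries per group, miR-132-3p was higher by 5.75 (adjusted p 2.28e-12), at 1658 ± 1542 against 30.9 ± 14.0 CPM, although YMP mouse 73 lay at 25.8 CPM. In corpus callosum, with 2 YMP and 4 PBS libraries, miR-135a-1-3p was higher by 4.44 (adjusted p 0.00704) and let-7k by 3.89 (adjusted p 0.0290). YMP mouse 73 held the high levels, at 295 and 283 CPM. Without it the differences were −0.73 and −0.95, from mouse 81 alone, which is assumed to vary like the PBS libraries. miR-448-3p was lower there, at 0 CPM in mouse 73 and 0.290 CPM in mouse 81, against 7.45 to 99.4 CPM with PBS. Its difference ranged from −12.42 to −6.17 when single mice were left out. miR-132-3p was lower with YMP in cerebellum (−3.01) and choroid plexus (−2.95). Over all regions no miRNA of 1344 was called by limma (74 at an unadjusted p below 0.05), nor by edgeR with libraries taken as independent (98). On mouse means miR-155-5p differed by −0.64 between the groups (two-sided exact permutation p 0.257, smallest possible 0.0286).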

Values the study reported

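The study kept 828 of 844 aging samples after quality control, and 113 of 118 aDR and 68 of 84 YMP samples. It gave 1,174 miRNAs after filtering in the aging samples, 1345 in the aDR and 1382 in the YMP samples, and put the share of miRNA variance explained by region at 54%. By rank correlation with age it counted 720 rising tRNAs, and 75 falling miRNAs in pons. With aDR, only miR-451a was changed when all regions were analysed together.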

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

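The test of runs of miR-132-3p along the mouse numbers was chosen only after the result was seen.

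In the aDR group, mouse 65 stood far below the other mice in miR-451a. Its mean over regions was −0.93 on the log2 scale relative to the region means. This was found by comparing the gap between the most extreme mouse, lowest or highest, and its nearest neighbour with the range of the group. The comparison was made in 45 combinations of a miRNA and a group of mice. Chance puts about 1 in 20 combinations past the limit used, which makes 2.25 expected, and 1 was found. Without mouse 65 the difference between aDR and AL was 1.52 (two-sided exact permutation p 0.0286 of 70 splits, the smallest that 4 against 4 mice can give), and with it 1.16 (exact p 0.0635). The hypothalamus library of this mouse has 33589 miRNA reads, but the mean is taken over all of its regions. Over the 9 aDR-cohort mice, miR-451a followed the other 4 erythrocyte miRNAs (r 0.832, exact permutation p 0.00911, adjusted 0.0137 over 3 cohorts, and rho 0.7, exact permutation p 0.0433, adjusted 0.0649). Without the 2 farthest mice r was 0.811, so a difference in residual blood may account for its level. The mean of the other erythrocyte miRNAs differed less between aDR and AL, by 0.38 (exact permutation p 0.143). Singly, the differences were 0.57 for miR-144-3p (unadjusted exact permutation p 0.0159), 0.56 for miR-486a-5p (0.135), 0.58 for miR-486b-5p (0.127) and −0.17 for miR-486a-3p (0.563). After the other erythrocyte miRNAs were regressed out, the difference in miR-451a was 0.36 (exact p 0.365). The miR-144 precursor gene (positions 78073005 to 78073070) lies beside that of miR-451a on the same strand. The list is thus not independent of miR-451a, and regressing it out may remove a change that both share. An effect of diet on red blood cells remains open and was not tested.

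Regional levels differed between the sexes for 86 miRNAs, by a test of the interaction itself. In 20 of the 100 splits of the mice as many miRNAs were called, so chance cannot be excluded. The block of mouse numbers that separates males from females at 3 and 15 months leaves a technical source open, as miR-132-3p levels ran along the numbers with a mean neighbour correlation of 0.4996. A biological difference between the sexes also remains open, as untested.

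The slope with age differed between the sexes for 2 miRNAs in cerebellum, miR-144-3p and miR-223-5p, again by a test of the interaction itself. In 96 of the 100 splits as many were called, so chance cannot be excluded. Both lie near the floor of detection, with means of 0.266 and 0.455 CPM, and 0 miRNAs were called by edgeR among those with a mean of at least 10 CPM (137 at an unadjusted p below 0.05). Both belong to marker lists of blood cells, erythrocytes and myeloid cells, and residual blood was not tested for this pattern.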

How the results depend on the processing

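The fits with library complexity as a term, those of the 3-, 15-, 18- and 21-month mice alone, the Spearman rule on TMM-scaled values in pons and those without libraries below 2 mega-reads were chosen after the data were seen. The analysis of isomiRs, with minimums of 5, 20 and 50 reads, was not run. Unless a reason is given, the cause of a change was not tested.

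Of 1021 values under the alternatives, for 76 results (a miRNA in 1 comparison) of 47 named miRNAs, 808 kept direction and side of the threshold, 207 kept direction and lost the call, and 6 changed sign. Among counts and other main values, 171 stayed, 66 moved and 1 changed sign, apart from fits that left out a mouse. Counts and shares stayed when they were within 1.5 times the main value, and values with a test when they kept their direction and their side of p 0.05. In olfactory bulb miR-182-5p ranged from 11.16 to 12.31 over its alternatives.

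The filter at a mean of 10 CPM, which tests fewer miRNAs, gave 2330 region calls, 53 miRNAs with a region by sex interaction, 220 sex calls, 0 sex by age interactions by edgeR (137 at an unadjusted p below 0.05), 57 aDR calls and 2 YMP calls within regions. It left 16 region-specific miRNAs by z-score in both sexes together, 18 in males and 22 in females, and miR-5100 called in 0 regions, since it was not tested there. No filter gave 193 region by sex and 21 sex by age interactions. Region means in place of medians gave 27 region-specific miRNAs.

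RLE size factors gave 130 region by sex interactions. The total miRNA count gave 55 region by sex interactions, 158 slopes in males, 49 aDR calls and 3 YMP calls within regions, and 0 aDR calls over all regions by limma (229 at an unadjusted p below 0.05). By that scaling the difference of miR-146a-5p with aDR changed sign to 0.16 (exact p 0.706).

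Mouse number as a replicate block gave 6071 region calls and 54 region by sex interactions. For aDR over all regions, libraries taken as independent gave 73 calls, which ignores the shared mouse.

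DESeq2 gave 492 slopes in males, 342 in females and 3824 calls of each age against 3 months. The Welch rule gave 185 sex calls, and 0 for aDR (614 at an unadjusted p below 0.05) and YMP (223) within regions. In simulations of sex in caudate putamen that rule recovered fewer changed miRNAs than edgeR (64.0% against 87.5%). It was not simulated for the interventions. The Spearman rule gave 312 slopes in both sexes, 187 in males and 213 in females. In pons it gave 131 calls, and 49 on TMM-scaled values.

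Sex calls numbered 1 at 12 months only, 9 at 3, 55 at 15, 137 at 18 and 50 at 21 months only, in fits of fewer libraries. At 12 months only, miR-429-3p in mot. cortex changed sign to −0.73 and miR-677-5p in corpus callosum to 0.00057. The complexity term gave 476 slopes in both sexes, 151 in males and 4 sex by age interactions. Slopes in both sexes numbered 292 without the 3-month and 539 without the 21-month mice. In males they numbered 113 from 3 to 21 months, 29 without the 3-month, 142 without the 21-month and 163 without the 28-month mice. In females they numbered 266 without the 3-month, 184 without the 12-month and 35 without the 18-month mice. Without the 3-month mice, miR-1895 in corpus callosum changed sign to −0.0140 and miR-296-5p to 0.00548, and miR-146a-5p was called in 5 regions. In females only, miR-155-5p was called in 5 regions, miR-146a-5p in 4 and miR-5100 in 3.

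For other RNA classes, the total of all classes gave 850 lncRNA and 148 snRNA calls. TMM within the class, which centres each class, gave 936 tRNA, 176 rRNA, 425 snRNA (195 rising, 230 falling), 380 snoRNA (205 rising, 175 falling) and 584 lncRNA calls. The Spearman rule gave 788 tRNA, 174 rRNA, 41 snRNA, 20 snoRNA and 547 lncRNA calls. Without a sex term there were 151 snRNA and 347 snoRNA calls.

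Leaving out single mice of 26 or 28 months, and of no other age, gave 2139 to 2372 calls of each age against 3 months. In the interventions, leaving out single mice gave 77 to 257 for aDR within regions, 0 to 83 for aDR over all regions, 9 to 95 for YMP within regions and 0 to 0 for YMP over all regions by limma (37 to 260 at an unadjusted p below 0.05). With aDR, mouse means ranged from −0.12 to 0.30 for miR-155-5p, −0.19 to 0.066 for miR-146a-5p, −0.36 to −0.17 for miR-5100 and 0.89 to 1.52 for miR-451a. With YMP they ranged from −1.17 to −0.23 for miR-155-5p, −0.56 to 0.18 for miR-146a-5p, −0.42 to −0.24 for miR-5100 and −1.04 to 0.036 for miR-451a. In corpus callosum, without YMP mouse 73, miR-135a-1-3p changed sign to −0.73 and let-7k to −0.95, with mouse 81 as the only YMP library. Their ranges were −0.73 to 5.43 and −0.95 to 4.87. In hypothalamus miR-3077-3p ranged from 2.54 to 14.15, in pons miR-375-3p from 2.37 to 9.22 and in mot. cortex, with 2 aDR libraries, miR-132-3p from 5.09 to 5.81. Where leaving out a mouse left 1 treated library in a region, it was assumed to vary like the control libraries.

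Depth limits the rare miRNAs most. miR-5100 has a median of 4 reads per library, and an aDR hypothalamus library of 33589 reads enters the fits of that region. Without libraries below 2 mega-reads, aDR within regions gave 189 calls and YMP 30.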

Other observations

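The tests of runs of miR-132-3p, of olfactory bulb miRNAs in male mot. cortex, of miR-375-3p in aDR pons and of sets of 4 mouse numbers were chosen after the result was seen, as were the fits with library complexity, of single ages other than 12 months, of mice 16 to 56, of pons on TMM-scaled values and without libraries below 2 mega-reads.

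Chance was weighed with other splits of the same animals. As many calls came from 1 of 40 splits for regions, 1 of 100 for males against females, 1 of 100 for the slope with age in both sexes, 1 of 100 for the slope in males, 1 of 100 for each age against 3 months and 1 of 100 for tRNA fragments, the real split each time, so a chance draw of mice can be excluded for these. The splits of mice by sex or age did not keep the order of mouse numbers. When the order was kept, in mice 16 to 56, 3 of 41 positions gave as many sex calls, so for sex chance along the order cannot be excluded. For the slope in both sexes the real position alone did. The other families were not tested in that way. For the slope in females alone 8 of 100 splits gave as many, for aDR within regions 21 of 100, for aDR over all regions 13 of 100, and for YMP within regions 22 of 35, so chance cannot be excluded for these. For YMP over all regions the real split had no call by limma (74 at an unadjusted p below 0.05), which fixes the count at 35 of 35 splits and decides nothing.

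Sex calls in caudate putamen and mot. cortex may reflect the order in which animals were collected or libraries made. At 12 months, where the numbers of the sexes interleave, 43.4% of 417 calls made at the other ages had the same sign, and over 14 regions 48.1% of 653 did. Each of the other ages left out in the same way gave between 88.9% and 95.1%. Among 41 positions of the sex labels along the order of mice 16 to 56, 7.32% gave as many calls as the real one. In the males of 26 and 28 months, which carry numbers 2 to 14 and 57 to 59, the difference between the ages had the sign of females less males for 76.6% of 590 calls outside mot. cortex (89.6% of 355 in caudate putamen, 57.0% of 235 in the other 12 regions), although all of these mice are male. This comparison was first made with age as a term in the sex calls and then without it, to match the sex calls of the report, and the share was above the predicted 60% both times. Library complexity does not explain the calls, since 85.8% of them were kept with it as a term. Whether batches of 4 consecutive numbers explain them cannot be told apart from sex. With these sets as a random block limma made 563 calls (2446 tests at an unadjusted p below 0.05, against 2714 without it), but the block uses 1 correlation for all miRNAs of a region, which lay between −0.074 and 0.101. In caudate putamen the calls fell from 384 to 329, and in cerebellum they rose from 6 to 68. The sets took a median of 35.7% of the variance left after age and sex. For miR-132-3p they took 53.7% in mot. cortex and 70.4% in caudate putamen. From the numbers of sets and libraries alone, chance would give 23.1% to 30.0%. This ignores the age and sex means removed first, and is too low where all 40 libraries are present. Cerebellum lay below its value, at 24.9% against 28.6%. Every other region lay above, hypothalamus least, at 24.5% against 23.1%, which is too close to place above chance. A difference between the sexes that is absent at 12 months stays open, as the labels give no library batch. The sets of 4 may also cut across batches. In mot. cortex miR-132-3p was high from mouse 14 (log2 CPM 12.6) to mouse 21 (13.2), between mouse 13 (5.08) and mouse 22 (7.10). The libraries of mice 14 to 21 also stand together in the order of the deposited samples, which was not tested as a batch.

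The runs themselves are a candidate sign of library batches along the mouse numbers. The mean neighbour correlation of miR-132-3p was 0.4996, and over 480 miRNAs the median was 0.169, against −0.00755 between libraries of the same mouse. In 12 of the 15 regions the median was above that of permuted orders after adjustment, mot. cortex, SVZ and thalamus being the exceptions. In mice 16 to 56, calls for age are less open to this explanation, since 2.44% of the 41 positions of the ages, the real one alone, gave as many calls as the 1047 of the real order (median of the others 122, highest 811). In the same mice miR-155-5p was called in 8 regions, miR-146a-5p in 9 and miR-5100 in 7.

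Olfactory bulb miRNAs were higher in male mot. cortex. Of 20 miRNAs specific to olfactory bulb, 19 had a positive difference, with a median of 1.49, and 12 of the 35 miRNAs called higher in males belong to the list. The list was picked from these libraries. Males of 28 months lay below males of 26 months by a mean log2 of −2.72, at −0.79 ± 0.07 (n = 3) against 1.93 ± 0.75, and females of 12 months, at 2.00 ± 0.35, lay near the males. The level may thus follow the mouse numbers, for example through the extent of the dissection or a batch, rather than sex. In the hypothalamus 19 of the 20 were higher in males and in ent. cortex 5 of 20.

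The higher miR-375-3p of aDR pons is unlikely to come from olfactory bulb tissue, since olfactory bulb of the same cohort holds 432 CPM on average (SD 213, n = 9, highest 818), far below the 231243 CPM of mouse 67. An ent. cortex library of aDR mouse 62 also had high miR-375-3p, at 84934 CPM, with miR-200c-3p at 654 CPM and a bulb list mean log2 of 4.03, against −0.25 to 2.04 in the other ent. cortex libraries. The miR-200 family in the pons library, as part of the bulb list with a mean log2 of 5.89 against −1.94 to 0.83 in the other pons libraries, may have another source, which was not tested.

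Library complexity may account for much of the age pattern in choroid plexus and pons. With complexity as a term, 1.85% of the choroid plexus calls were kept. In pons, the thresholds of the study for rank correlation, with p-values from the t approximation and not from its exact test, gave 130 falling miRNAs in the present data. That is higher than the value quoted from the study above. On TMM-scaled values the same rule gave 39 falling and 10 rising. The partial rank correlation given complexity made 0 calls by Spearman's rule. An imbalance of the sexes between ages does not explain the pons pattern, since males alone (28 libraries) gave 167 calls. Complexity and age are related in these regions, so a change of tissue that alters both cannot be told apart from a technical loss.

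Whether other tissue enters the choroid plexus dissection cannot be decided, since the median slope of 9 epithelial miRNAs was −0.00627, with 4 positive, while their mean was 0.00381, and 2 rose and 1 fell by call (2 and 1 adjusted over the list alone). By the total miRNA count the median was 0.0329 with 9 of 9 positive. The most abundant, miR-204-5p (64437 CPM), fell by 0.0458 per month (adjusted p 0.0363). The other lists gave medians of 0.0775 for 6 myeloid miRNAs (4 called higher, 5 adjusted over the list alone), 0.0568 for 4 oligodendrocyte miRNAs (3 higher, 4), 0.0603 for 5 erythrocyte miRNAs (0 and 0), 0.0263 for 5 vascular miRNAs (3 higher, 3 higher and 1 lower), −0.0220 for 7 neuronal miRNAs (1 higher and 3 lower, 1 and 4) and −0.00837 for 3 lymphocyte miRNAs (0 and 0), whose mean was positive. With complexity as a term the myeloid median was 0.0377 and the erythrocyte median −0.00420.

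The rise of miR-155-5p is not explained by library complexity, since 102% of its mean slope was kept with the term. Whether it follows more myeloid cells or blood leukocytes cannot be told apart from a change within cells: the mean slope of miR-142a-3p was 83.6% of that of miR-155-5p and the slope of miR-223-3p was 32.0%, while the lymphocyte miRNA miR-150-5p went the other way (−29.4%, positive in 2 of 15 regions and called lower in 1). The rise of miR-5100 is not explained by the total of tRNA fragments, since 99.8% of its mean slope was kept with that total as a term. Fragments of a single tRNA counted as miR-5100 remain open. With a median of 4 reads of miR-5100 per library, they would hardly show in the total, and single tRNAs were not tested. Batches along the mouse numbers were a further candidate for the rises. Sets of 4 numbers were fitted as a term in mice 17 to 56. Slopes were then called in 8 regions for miR-155-5p, 8 for miR-146a-5p and 6 for miR-5100. Within numbers 16 to 36 and 37 to 56, rho of their mouse means with age was 0.735 to 0.915. These values argue against such batches in mice 16 to 56. In these libraries, more myeloid cells or leukocytes remain open for miR-155-5p beside a change within cells. A biological cause of each rise remains a hypothesis.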
